A study of Mus musculus with 8 samples. Its data were reported in "Prediction of miRNA-mRNA associations in Alzheimer’s disease mice using network topology" (2014).

How the data were processed

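Gene expression in the hippocampus was measured on 8 one-colour Affymetrix mouse genome arrays, 1 array per RNA sample. Female Tg6799 mice, a line that carries transgenes under Thy1 promoter sequence, are called MT, and their littermates LM. The labels place 2 arrays in each of LM4m, MT4m, LM8m and MT8m, with the age of 4 or 8 months in the name. The labels do not say whether the 2 arrays of a group came from separate animals or from pools, so the p-values measure the spread between these samples, which may be partly technical.

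The authors normalized the 8 arrays by RMA with the R package affy (version not given in the sources used here) and deposited log2 values for 45101 probe sets, 64 of them Affymetrix controls. No scanner files or detection calls were analysed here. The values ran from 0.979 to 12.9, and the median of the probe set means was 2.47, which is low for RMA, so the offset of the scale is not known. Array medians are close to each other, and correlations between arrays lay between 0.985 and 0.993. The number of arrays limits the precision, and differences between dim probe sets may be compressed, which was not measured.

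The 45037 probe sets that are not controls were tested. The probe annotation gave 1 gene symbol for 34945 of them, several for 932 and none for 9160, and no gene was named from the last 2 kinds. Symbols were looked up by Entrez identifier in a RefSeq table (assembly GRCm38.p6, used only for names), which held 34741 of them. For statements on genes, the probe set with the highest mean over the 8 arrays stood for each of 18193 genes.

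Group means were fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with all 8 arrays sharing 1 estimate of the spread (4 residual degrees of freedom). The contrasts were the genotype difference (MT minus LM) at each age and averaged over ages, the age difference (8 minus 4 months) in each genotype and averaged, and the interaction. A moderated F test over the 4 groups was run as the nearest to the 4-class limma test of the study's methods. All p-values are two-sided limma values unless stated, adjusted by Benjamini-Hochberg over all tested probe sets, and a probe set passed at an adjusted p under 0.05. At an unadjusted p under 0.05, chance alone gives about 2252 probe sets.

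Lists of genes for cell types, neighbouring brain regions and pathways were fixed before the data were examined, and 35 of them were tested. Of these, the choroid plexus, ependymal and study-named lists were written after the gene tables published with the study, which come from these arrays, had been read, so they are not independent of the data. Each list was tested with camera at a preset inter-gene correlation of 0.01, with camera at an estimated correlation and with fry beside it, adjusted over the lists of a contrast. A short pituitary list was added after the values had been seen. Genes were named by a rule fixed before the data were examined: for each contrast the 10 largest differences each way among genes that passed and whose groups did not overlap; where fewer than 10 genes passed, also the 10 smallest p-values; up to 4 members of each list with the largest difference; and always App, Thy1, Xist, Y-linked genes and the genes the study's text discusses. Ddx3y was not analysed here because the annotation used here named no probe set for it.

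Alternatives fixed beforehand were a filter on dim probe sets, cyclic loess, a trended and robust prior, 1 probe set per gene, the choroid plexus list mean as a covariate, fits of 2 groups alone, an additive model, the number in the sample titles as a block, and each array left out in turn. Added after seeing the data were a fit without both arrays in doubt and a crossed pairing of the mutant numbers. A value that passed the test in neither of 2 settings was not counted as reversed when its sign differed.

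The fit was tested on simulated data with the real means and spreads of the 45037 probe sets and 200 changed ones. In the averaged genotype contrast it found 98% of differences of 1 log2 unit and 99.4% of differences of 2, and 6.71% of its calls were false. For the contrast at 4 months it found 77% and 99.4%, with 5.97% false. A list of 24 genes shifted by 0.5 was found by camera in 5 of 5 draws of the averaged contrast, with 0 false lists. These simulated arrays have independent errors, which real arrays do not.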

Results

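The study asked how hippocampal expression differs between transgenic Tg6799 mice and their littermates at an early and a late symptomatic age. The 8 arrays fall into LM4m, MT4m, LM8m and MT8m with 2 arrays each, and values are log2 expression values with their SD over n = 2.

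The labels were first checked against genes that mark the transgene and sex. Thy1, whose sequence drives the transgenes of this line, had a mean of 9.86 ± 0.15 (SD, n = 2) in LM4m, 11.77 ± 0.06 in MT4m and 9.72 ± 0.28 in LM8m. The library labelled MT8m replicate 1 had Thy1 at 9.90, inside the range of the littermate arrays, and MT8m replicate 2 had 11.79. Cst7, a gene of microglia around amyloid plaques, was 1.75 in the library labelled MT8m replicate 1 and 8.03 in MT8m replicate 2, against 6.69 and 5.92 in MT4m and at most 2.18 in the littermate arrays. Gfap, the intermediate filament of astrocytes, was 7.17 and 9.80 in these 2 arrays. The labels are kept as given. For each genotype contrast, the numbers of passing probe sets and called lists are also given without the library labelled MT8m replicate 1. That array was singled out by its Thy1, Cst7 and Gfap values. Results without it are therefore selected on the outcome for these genes and for genes that vary with them. The p-values, standard errors and counts of that fit are not independent evidence of a genotype difference. The mouse App probe set differed little by genotype (averaged difference -0.02 ± 0.09 SE), Xist was high on every array, with a lowest value of 9.55, and the Y-linked genes Eif2s3y and Kdm5d lay under 2.0 throughout.

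**Figure D1:**
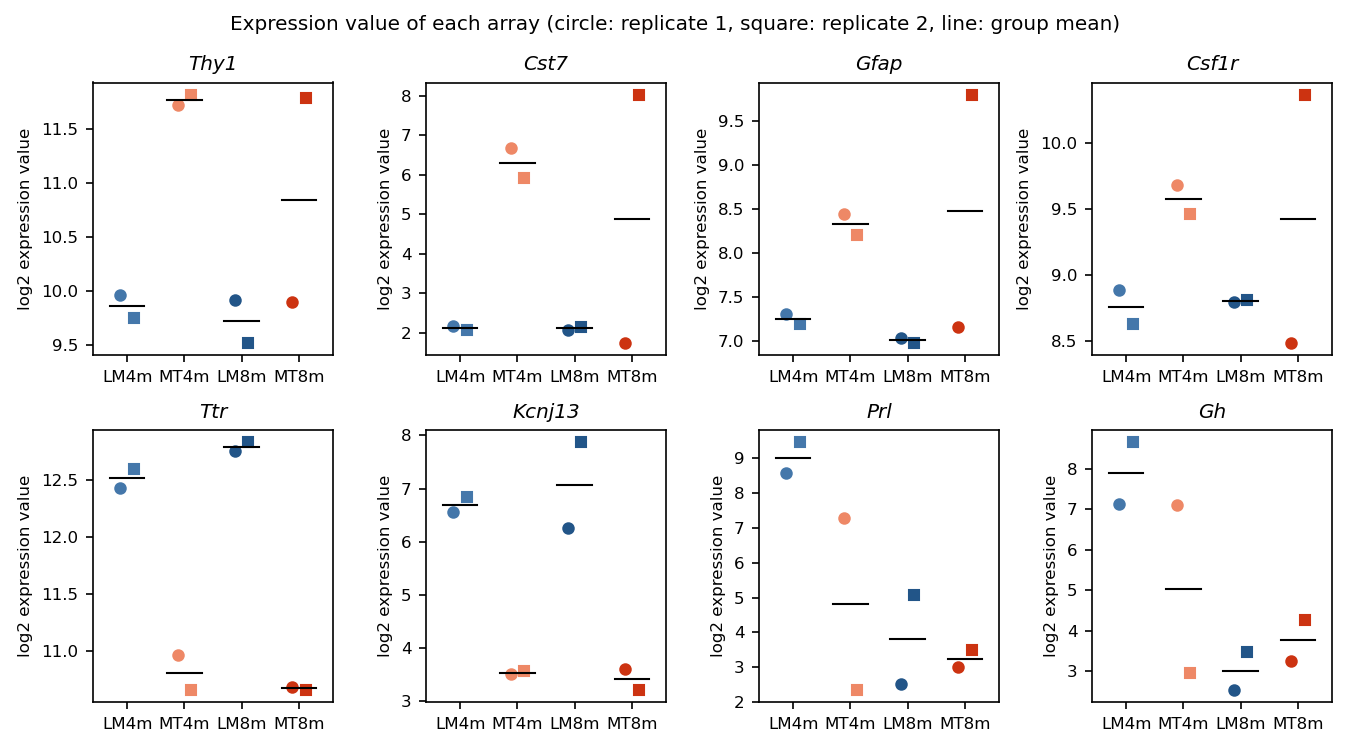
Log2 expression value (y axis) of 8 genes on each array by group (x axis), with circles for replicate 1, squares for replicate 2 and a line at the group mean. The library labelled MT8m replicate 1 sits at 9.90 for Thy1 and 1.75 for Cst7, among the littermate arrays, while its Ttr of 10.69 sits among the MT arrays.

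At 4 months, the genes with the smallest p-values included 5 genes listed for the choroid plexus, the epithelium that makes cerebrospinal fluid, all lower in MT4m. Ttr, which encodes the thyroxine carrier transthyretin, was 3.24-fold lower (log2 difference -1.70 ± 0.14 SE, limma adjusted p = 0.0557) by its brightest probe set and 6.47-fold by another, Kcnj13 8.95-fold, Clic6 4.74-fold, Calml4 4.02-fold and Cldn2 3.94-fold lower, and none of them passed. Ecrg4 (-3.01), Rdh5 (-1.44) and Igfbp2 (-1.95) were lower too, while Ldah (1.23) and Tlr1 (0.88) were higher. The microglial genes Cst7, Ccl6 and Cd52 differed by 4.18, 2.64 and 2.53, higher in MT4m, but none of them passed (adjusted p = 0.944 each). The gene tables published with the study name the genotypes of these arrays the other way round, so the directions here oppose those tables. Thy1 went with the labels used here, at 11.73 and 11.82 in MT4m and 11.79 in MT8m replicate 2, against at most 9.96 in littermate arrays. It did not in the library labelled MT8m replicate 1 (9.90). The study's text calls Csf1r down-regulated without naming the comparison.

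By limma 0 probe sets passed at 4 months, with 2188 at an unadjusted p under 0.05. That last number was under the 2252 that chance gives, but was 2736 with the 4 arrays of this age alone. With 1 array left out it fell on either side of 2252. With the 4 arrays of this age alone 24 passed, 8 higher and 16 lower. With either MT8m array left out, the library labelled MT8m replicate 1 or replicate 2, that group no longer adds to the shared spread and 9 passed: Cst7, C1qa, Fcer1g, Thy1 and a second Gfap probe set were higher, and 4 probe sets of Ttr were lower. With either LM8m array left out 12 passed, all lower. Camera called 13 of 35 lists, and 13 without the library labelled MT8m replicate 1. The plaque microglia list (31 genes, median 0.77), homeostatic microglia (17 genes, 0.58), complement and Fc receptors (11 genes, 1.00) and cholesterol synthesis (15 genes, 0.39) were higher, with 6 cholesterol genes higher adjusted over the list alone, among them Fdps (0.93 ± 0.26 SE) and Msmo1 (0.84 ± 0.20). The choroid plexus list (24 genes, median -1.45) was lower, with 20 members adjusted over the list alone, as were the ependymal (-0.38), meningeal (-0.87), interneuron (-0.35), immediate early (-0.33), striatum (-0.41), neocortex (-0.24), Notch pathway (-0.20) and study-named lists. No call held with an estimated correlation, where the adjusted p of these lists lay between 0.0821 and 0.724. The calls of 6 lists, plaque and homeostatic microglia, complement, choroid plexus, ependyma and cholesterol synthesis, held whichever array was left out. The median of the meningeal list was -0.14 and that of the neocortex list -0.014 without LM4m replicate 1, and the striatum, Notch, immediate early and study-named calls were lost without it too. That array held the highest meningeal and neocortex values and also the largest 3′ minus 5′ difference of the Gapdh control (2.19, against at most 1.42 elsewhere).

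At 8 months, the probe sets that passed named 6 genes, all lower in the arrays labelled MT8m. Trpm3 (-1.54) and Sostdc1 (-2.39) passed only by a probe set that was not their brightest (limma adjusted p = 0.021 each). The other 4 genes passed by their brightest probe set. These were Ttr (4.32-fold by its brightest probe set and up to 9.87-fold by 3 others that also passed, log2 difference -2.11 ± 0.14 SE, adjusted p = 0.00999), Cox8b (4.38-fold, -2.13 ± 0.17, adjusted p = 0.00999), Ecrg4 (11.8-fold, -3.56 ± 0.32, adjusted p = 0.021) and Clic6 (8.21-fold, -3.04 ± 0.31, adjusted p = 0.0351), and both arrays of each group lay apart from those of the other. Microglial and astrocyte genes differed by 2.78 for Cst7, 2.33 for Cd52, 2.23 for Clec7a, 1.86 for Osmr and 1.47 for Gfap, and did not pass, since the 2 arrays labelled MT8m lay far apart. Without the library labelled MT8m replicate 1 the difference was 5.92 for Cst7, 4.35 for Clec7a, 3.63 for Osmr and 2.79 for Gfap, each resting on a single MT8m array. Cst7 and Gfap were among the genes by which the library left out had been singled out.

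By limma 9 probe sets passed at 8 months, 0 higher and 9 lower, with 1526 at an unadjusted p under 0.05. That last number was under the 2252 that chance gives, but not without the library labelled MT8m replicate 1. Without the library labelled MT8m replicate 1, 95 passed, 83 of them higher and 12 lower, and of the 66 genes named among the higher ones 25 were in the microglia, complement or antigen presentation lists and 5 in the reactive astrocyte list. Without MT8m replicate 2, 1 passed, and it was none of the 9; the count was 32 without LM8m replicate 1, 3 without LM8m replicate 2 (1 of them among the 9), 6 without either LM4m array and 5 without either MT4m array. With the 4 arrays of this age alone 0 passed, with a smallest adjusted p = 0.0695 and 1161 at an unadjusted p under 0.05. Camera called 13 of 35 lists, and 20 without the library labelled MT8m replicate 1, where fry called 6 against 0 with it and no call held with an estimated correlation (adjusted p from 0.16 to 0.637). Higher were plaque microglia (median 0.64), homeostatic microglia (0.62), complement and Fc receptors (1.12), interferon response (0.44), reactive astrocytes (0.35), endothelium (0.24), dentate gyrus (0.33) and glucocorticoid response (0.15), and lower were choroid plexus (-1.78, with 23 of 24 members adjusted over the list alone), ependyma (-0.46), meninges (-0.71), interneurons (-0.23) and the study-named list. No call held with an estimated correlation, where the adjusted p lay between 0.233 and 0.557. With 1 array left out, a list was called at an estimated correlation only without LM8m replicate 1. Without MT8m replicate 2 the medians were -0.059 for plaque microglia, -0.13 for homeostatic microglia, -0.020 for complement, -0.14 for interferon, -0.10 for reactive astrocytes and -0.093 for glucocorticoid response, so the higher values rest on that array. The calls of 3 lists, choroid plexus, ependyma and endothelium, held whichever array was left out. Without LM8m replicate 2 the median was -1.24 for choroid plexus, -0.094 for ependyma and -0.25 for meninges, which was then not called. In the library labelled MT8m replicate 1 the plaque microglia list lay -0.53 from the mean of the 8 arrays, and in MT8m replicate 2 it lay 1.49 above it.

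Averaged over the ages, 18 genes fell in the MT arrays and 0 rose. Largest were Kcnj13, a potassium channel (10.6-fold, log2 difference -3.41 ± 0.30 SE, adjusted p = 0.00997), Ecrg4 (9.75-fold, -3.28 ± 0.23, adjusted p = 0.003), the chloride channel gene Clic6 (6.24-fold) and the folate receptor Folr1 (5.42-fold). Sostdc1 was 5.01-fold, Calml4 4.52-fold, the tight junction gene Cldn2 4.12-fold, coagulation factor F5 3.77-fold, Ttr 3.74-fold and Igfbp2 3.73-fold lower. The Ttr probe set used here lay at or near the top of the scale on all 4 littermate arrays, so its fold may be compressed. Saturation was not tested. Another Ttr probe set gave 7.99-fold. The 4 arrays labelled MT lay below the 4 littermate arrays for each of them, and Ttr had means of 12.51 ± 0.12 in LM4m, 10.82 ± 0.21 in MT4m, 12.79 ± 0.05 in LM8m and 10.68 ± 0.02 in MT8m (SD, n = 2). Of the 20 genes named by any of the lower probe sets, 11 were in the choroid plexus or ependymal lists, which were written after the gene tables of the study on these arrays had been read, so this count and the calls of these lists are not independent evidence.

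By limma 27 probe sets passed in the averaged genotype contrast, all lower, with 2595 at an unadjusted p under 0.05. Without the library labelled MT8m replicate 1, 142 passed, 108 higher and 34 lower. Among the higher ones, Cst7 then differed by 5.05, Fcer1g by 2.04, Gfap by 1.93, Ctss by 2.09, Thy1 by 1.99 and Csf1r by 1.19. Genes of the microglia, complement and antigen presentation lists were among them. The array left out had been singled out by its low Thy1, Cst7 and Gfap. Leaving it out therefore favours these genes and those that vary with them, and the higher calls are not independent evidence. Fewer passed without LM4m replicate 1 (11), LM4m replicate 2 (10), MT4m replicate 1 (5), MT4m replicate 2 (7) or MT8m replicate 2 (7), and 54 passed without LM8m replicate 1. In the planned fit Cst7 differed by 3.48 ± 1.09, Gfap by 1.28 ± 0.46, Thy1 by 1.52 ± 0.34 and Csf1r by 0.72 ± 0.34, and did not pass.

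Camera called 14 of 35 lists in the averaged contrast, and 16 without the library labelled MT8m replicate 1, where fry called 8 and no call held with an estimated correlation (adjusted p from 0.131 to 0.584). Higher were plaque microglia (median 0.72), homeostatic microglia (0.60, with 4 members adjusted over the list alone, and Gpr34, P2ry12, Ctss and Laptm5 the largest), complement and Fc receptors (1.09, with Fcgr3, C1qc, C1qb and Fcer1g the largest), interferon response (0.27), reactive astrocytes (0.30), endothelium (0.15) and cholesterol synthesis (0.28, with 6 of 15 members adjusted over the list alone and Fdps, Lss, Msmo1 and Nsdhl the largest). Lower were choroid plexus (-1.64, with 10 of 24 members over all probe sets and 23 adjusted over the list alone), ependyma (-0.40, with 9 of 18 adjusted over the list alone), meninges (-0.72), interneurons (-0.32, with Pvalb at -0.70), striatum (-0.24), neocortex (-0.17) and the study-named list. With an estimated correlation no call held (adjusted p from 0.138 to 0.628), and fry called choroid plexus and cholesterol synthesis, each with an adjusted p = 0.0422. With 1 array left out, fry called no list where that array was from LM4m or MT4m or was MT8m replicate 2. With the estimated correlation, a call was then made only without LM8m replicate 1. By camera with the preset correlation, the calls of 8 lists held whichever array was left out. These were the 3 of microglia and complement, choroid plexus, ependyma, meninges, interneurons and cholesterol synthesis. The meningeal value rests on 2 littermate arrays, LM4m replicate 1 (1.16 above the mean of the 8 arrays) and LM8m replicate 2 (1.09), while the other littermate arrays stood at -0.37 and -0.16, near the MT arrays. Reactive astrocytes (median 0.026) and interferon response (-0.035) were not called without MT8m replicate 2. The lists for synapses, oligodendrocytes and their precursors, astrocytes, erythrocytes, thalamus, dentate gyrus, Ammon's horn, neurogenesis, oxidative phosphorylation, glycolysis, ion transport, unfolded protein, heat shock, apoptosis, Notch, the circadian clock, glucocorticoid response, antigen presentation, immediate early genes and amyloid processing were not called, with medians from -0.13 to 0.08.

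**Figure D2:**
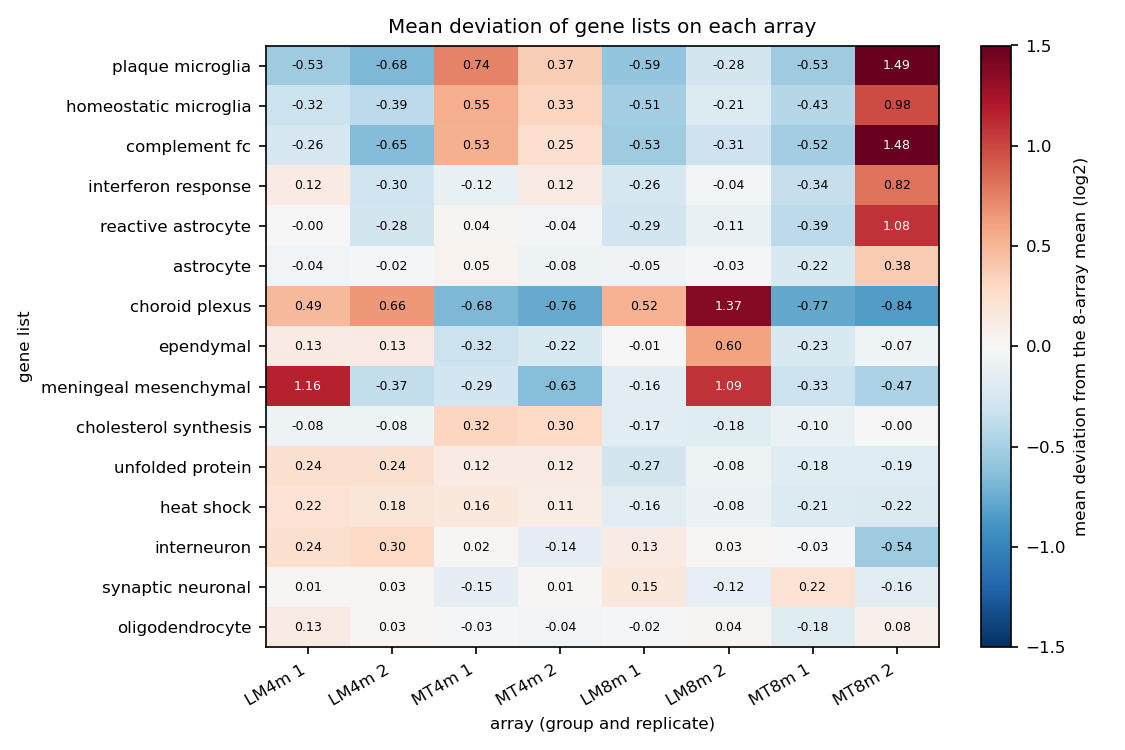
Mean deviation of 15 gene lists (rows) from the mean of the 8 arrays (log2, colour and printed value) on each array (columns). The plaque microglia list is 0.74 and 0.37 in MT4m, -0.53 in the library labelled MT8m replicate 1 and 1.49 in MT8m replicate 2, while the choroid plexus list is below 0 on all 4 MT arrays.

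Among the genes discussed in the study's text, Slc13a4 (-1.49 ± 0.37 SE), Slc4a5 (-0.92 ± 0.22), Notch2 (-0.67 ± 0.18), Slc12a7 (-0.64 ± 0.15), Slc12a2 (-0.39 ± 0.13) and Slc22a5 (-0.38 ± 0.09) were lower in MT when averaged over ages. These 6 of 13 passed adjusted over the list alone and 0 passed over all probe sets; the study chose the genes on these samples, so the first count is not independent evidence, and Slc13a4 and Slc4a5 are also in the choroid plexus list. Arrdc3 (-0.05), Ppp1r3c (0.00), Sfpq (0.10), Cx3cl1 (-0.09), Adam10 (0.09) and Hip1 (-0.01) differed by less than their standard errors of 0.11 to 0.16.

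The genotype differences at the 2 ages come from separate arrays. Across 18193 genes, which are not independent replicates, they correlated with Pearson's r of 0.448 and Spearman's rho of 0.251. Without MT8m replicate 2 the r was 0.228. The rho was 0.0519 without LM8m replicate 1, where 50.1% of genes had the same sign at both ages against 57.2% with all arrays, and 0.113 without LM4m replicate 1.

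**Figure D3:**
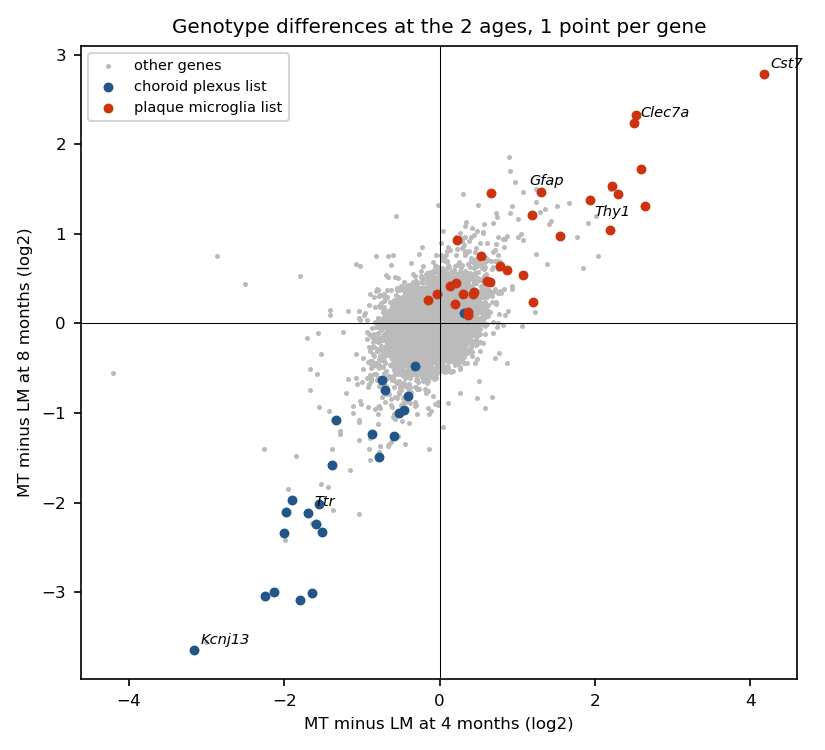
Log2 difference MT minus LM at 4 months (x axis) and at 8 months (y axis) for each gene, with the choroid plexus list in blue and the plaque microglia list in red. Cst7 lies at 4.18 and 2.78 and Kcnj13 at -3.16 and -3.65.

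With age, genes for protein folding were lower at 8 than at 4 months as lists by camera with the preset correlation, a call lost with an estimated correlation (adjusted p = 0.0592 for both lists), while no single gene passed. Averaged over genotypes, the unfolded protein list (16 genes) had a median of -0.40 with 9 members lower adjusted over the list alone, among them Sdf2l1 (-0.67 ± 0.10 SE), Manf (-0.64 ± 0.13) and the endoplasmic reticulum chaperone Hspa5 (-0.61 ± 0.12). The heat shock list (12 genes) had a median of -0.33 with 6 members lower adjusted over the list alone, among them Chordc1 (-0.59 ± 0.12) and Hspa1b (-0.60 ± 0.19). Cholesterol synthesis (-0.25, with Stard4 at -0.49 ± 0.12) and neocortex genes (-0.22) were lower, and antigen presentation (0.27), choroid plexus (0.12, but -0.049 without LM8m replicate 2) and ependyma (0.13) higher. With an estimated correlation none of the 7 calls held (adjusted p from 0.0592 to 0.891), and fry called the unfolded protein (adjusted p = 0.0185), heat shock (adjusted p = 0.00936) and cholesterol (adjusted p = 0.0234) lists. The camera calls of these 3 lists with the preset correlation held whichever array was left out. Fry called none of them without either LM4m array, either MT4m array or MT8m replicate 2. The number of lists called by camera was 18 without the library labelled MT8m replicate 1 and 12 without MT8m replicate 2. It was 11 without LM8m replicate 1 and 4 without LM8m replicate 2. None of these calls held with an estimated correlation.

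By limma 0 probe sets passed for age averaged over genotypes, with 2920 at an unadjusted p under 0.05. The smallest p-values belonged to Caap1 (-0.71 ± 0.09 SE, adjusted p = 0.393), Nfil3 (-0.65), Hapln1 (-0.64), Sdf2l1, Ldah (-0.78), Pcp4l1 (0.60), Col6a3 (0.95), Malat1 (1.08), Fosl2 (-0.86) and Popdc3 (-0.57). Zic1, a transcription factor gene of the thalamus list, differed by 1.71 ± 0.30. Arrdc3 (-0.54 ± 0.14) and Ppp1r3c (-0.50 ± 0.11) were lower at 8 months without passing, and Sfpq differed by 0.28 ± 0.13. The paper's RT-PCR reported Arrdc3 rising with age in both genotypes, Ppp1r3c rising in littermates, and Ppp1r3c and Sfpq falling in mutants. On the arrays Arrdc3 fell in littermates (-0.49) and from 6.41 in MT4m to 5.82 in MT8m. Ppp1r3c fell in littermates (-0.52), and Sfpq rose from 7.94 in MT4m to 8.26 in MT8m. Only Ppp1r3c in mutants went the paper's way (8.15 to 7.68). None of these passed.

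In littermates 0 probe sets passed for age, with 1554 at an unadjusted p under 0.05. That number was under the 2252 that chance gives, but not without LM8m replicate 2. The smallest p-values included Sdf2l1 (-0.98 ± 0.14 SE), Cox8b (1.03 ± 0.17), Hapln1 (-0.77), Malat1 (1.19) and the pituitary hormone genes Pomc (-2.90 ± 0.56) and Cga (-2.09 ± 0.41). Pomc and Cga were high on the same 4-month arrays as the pituitary hormone gene Prl, and differed within MT4m, so their differences cannot be read as age alone. Camera called 9 lists, with unfolded protein (-0.40), heat shock (-0.30), neocortex (-0.22) and immediate early genes (-0.22) lower and plaque microglia (0.12), antigen presentation (0.32), choroid plexus (0.34), ependyma (0.13) and thalamus (0.06) higher. With an estimated correlation their adjusted p lay between 0.129 and 0.994, and fry called unfolded protein and heat shock, each with an adjusted p = 0.0407. By camera with the preset correlation, these 2 lists were the only ones called without LM8m replicate 2. Their camera calls held whichever array was left out, but fry called no list unless that array was from LM8m. Choroid plexus had a median of -0.042 without LM8m replicate 2. The ependymal median was -0.13 without LM8m replicate 2, and the neocortex median -0.028 without LM4m replicate 1.

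In mutants 0 probe sets passed for age, with 2567 at an unadjusted p under 0.05. Ldah (-1.33 ± 0.16 SE, adjusted p = 0.326), Caap1 (-1.02 ± 0.13), Zic1 (2.44 ± 0.43), Col6a3 (1.17 ± 0.21) and Ovgp1 (1.35 ± 0.24) were among the smallest p-values. Camera called 4 lists, with cholesterol synthesis (-0.45, Stard4 at -0.89 ± 0.17), unfolded protein (-0.33) and heat shock (-0.33) lower and antigen presentation (0.26) higher, and with an estimated correlation their adjusted p lay between 0.0963 and 0.862, while fry called cholesterol synthesis and heat shock, each with an adjusted p = 0.0266. By camera with the preset correlation, the calls of these 2 lists and of unfolded protein held whichever array was left out. Fry called no list with 1 array left out, except where that array was from LM8m. The antigen presentation median was -0.17 without MT8m replicate 2. The number of lists called was 16 without the library labelled MT8m replicate 1, 14 without MT8m replicate 2 and 11 without MT4m replicate 2. None of these calls held with an estimated correlation. Without the library labelled MT8m replicate 1 the plaque microglia list had a median of 0.80 and the complement list 1.29 in this contrast, against -0.02 and -0.01 with it.

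The interaction asked whether the genotype difference changed between 4 and 8 months. By limma 0 probe sets passed, with 1162 at an unadjusted p under 0.05. That number was under the 2252 that chance gives, and stayed under it whichever array was left out. B230303A05Rik (1.57 ± 0.27 SE), Avp (1.23 ± 0.23) and Vti1b (1.05 ± 0.20) had the smallest p-values. Camera called 4 lists, with choroid plexus (-0.44) and cholesterol synthesis (-0.29) lower and dentate gyrus (0.60) and Notch pathway (0.22) higher, and with an estimated correlation their adjusted p lay between 0.31 and 0.928. Only the cholesterol synthesis call held whichever array was left out. Choroid plexus had a median of -0.11 without LM8m replicate 2 and dentate gyrus 0.23 without LM4m replicate 2, and neither was called. Without MT8m replicate 2, camera called 14 lists, and none of these calls held with an estimated correlation. Left without the library labelled MT8m replicate 1, it called 15 lists, among them plaque microglia (0.73), complement and Fc receptors (1.21) and reactive astrocytes (1.15), each resting on a single MT8m array, and with an estimated correlation the adjusted p of the 15 lay between 0.312 and 0.613. The 4-group F test passed 6 probe sets, with 2202 at an unadjusted p under 0.05. That number is below the 2252 that chance gives, but not without LM4m replicate 2, LM8m replicate 2 or either MT8m array. How many passed also depended on which array was left out.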

Values the study reported

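The study reported 2,197 probes as differentially expressed over its 4 classes at a p-value cut-off of 0.05. From its 2,197 probes the study predicted 8 modules of co-expressed genes. It gave a positive correlation of 0.64 with the disease for the module that held solute carrier genes. Its methods describe correlations of gene significance and module membership, so 0.64 is not read here as expression rising with the disease. The solute carrier genes it discusses were lower in MT with the labels used here. The study's gene tables name the genotypes the other way round.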

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

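The interaction tests were planned; the weighing of each of the 3 patterns below rests on tests chosen after the values had been seen, except those on normalization, on the remaining pituitary genes and on other splits of the arrays for genotype.

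In 4 lists the genotype difference at 8 months differed from that at 4 months by camera's test of the interaction, with the preset correlation. The choroid plexus median moved by -0.44, the dentate gyrus median by 0.60 (with Lct, Dsp, C1ql2 and Trpc6 the largest), cholesterol synthesis by -0.29 and the Notch pathway by 0.22. With an estimated correlation the adjusted p lay between 0.31 and 0.928, so no call held. Choroid plexus (-0.11) was not called without LM8m replicate 2, and dentate gyrus was not called without LM4m replicate 2 (0.23) or LM8m replicate 1 (0.49). The Notch call was lost in 5 of the 8 fits with 1 array left out, and that of cholesterol synthesis in none.

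The library labelled MT8m replicate 1 lacks the pattern of the other MT arrays. Its Thy1 lay within the range of the littermate arrays (distance 0). That value had raised the doubt about the label, so it lends mislabelling no separate support. Thy1 also lay 1.83 below the lowest of the other MT arrays, which argues against a transgenic animal that merely lacked a glial response. A swap with a littermate array of the series is argued against, since 0 littermate arrays had Thy1 near the MT level. Poorer RNA is argued against too: the 3′ minus 5′ difference of its Gapdh control was 0.93, within the 0.66 to 2.19 of the other arrays. A wrong label or a sample from outside the series may explain it, but its choroid plexus genes lay with the MT arrays, and loss of the transgene was not tested.

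The choroid plexus genes were lower on all arrays labelled MT. Unequal choroid plexus tissue in the dissections is a candidate explanation: in 3 of the 4 pairs of arrays within a group the list median lay outside the central 95% of 10000 matched random lists, with a median of -0.995 in LM8m but only -0.17 in LM4m and 0.10 in MT4m. A further normalization between arrays by cyclic loess left 10 listed genes passing. It was applied to values that were already normalized, so it cannot decide whether the authors' normalization contributed. Regulation that follows the transgene cannot be told apart from this: the list deviated by -0.77 in the library labelled MT8m replicate 1, where Thy1 was not raised and the lowest littermate array stood at 0.49, but that is a single array with a doubtful label. A true genotype effect stays open.

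Prl and Gh, pituitary hormone genes named after their values were seen, were high in some arrays. Prl was 8.59 and 9.46 in LM4m, 7.29 and 2.35 in MT4m, and at most 5.08 at 8 months, and Gh followed it with 7.13, 8.66, 7.12 and 2.94 at 4 months. Pomc (6.09, 7.01, 4.84 and 3.27) and Cga (4.02, 4.98, 3.41 and 2.18) were likewise higher in LM4m and in MT4m replicate 1 than in MT4m replicate 2, while Tshb (1.91, 1.77, 1.88 and 1.81) and Lhb (2.34, 2.24, 1.85 and 1.96), also seen beforehand and near the floor of the scale, did not follow Prl. At 8 months Prl (5.08) and Cga (2.58) were highest in LM8m replicate 2, but Gh (4.26) and Pomc (4.74) in MT8m replicate 2. Age or genotype alone is argued against by the difference of 4.94 in Prl between the 2 MT4m arrays. Pituitary tissue in some dissections may explain it, but the test written beforehand gave no support: the median of 6 remaining pituitary genes, MT4m replicate 1 minus 2, lay at the 13.7th percentile of 10000 matched random lists. That test cannot decide either way, as was seen only afterwards, because 5 of the 6 genes had means under the median of all probe sets.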

How the results depend on the processing

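The fit without both doubted arrays (the library labelled MT8m replicate 1 and LM4m replicate 1) and the crossed pairing of mutant numbers were chosen after the data had been seen, and where no cause is named the cause was not tested. Genotype at 4 months (0 probe sets) gave 5 with the filter on dim probe sets, which tests fewer, 4 with cyclic loess, 7 with a trended and robust prior, 1 with 1 probe set per gene, 24 with the 4 arrays of the 2 groups alone, and 0 to 12 with 1 array left out. Genotype at 8 months (9) gave 14 with the filter, 22 with the trended prior, 0 with the choroid plexus covariate, 0 with the 4 arrays alone, 74 without both doubted arrays, and 1 (without MT8m replicate 2) to 95 (without the library labelled MT8m replicate 1). Averaged genotype (27) gave 0 with the covariate, 82 without both doubted arrays and 5 (without MT4m replicate 1) to 142 (without the library labelled MT8m replicate 1). The F test (6) gave 10 with the filter, 24 with the trended prior and 0 to 58 with 1 array left out. For age, mutants (0) gave 2 with the trended prior, averaged age 1 with the covariate, and the interaction, averaged age and age in mutants 0 to 1, 0 to 1 and 0 to 2 with 1 array left out, each highest without MT8m replicate 2. The title number as a replicate block gave 0 for littermates, mutants, averaged age and the interaction, and 3, 2, 3 and 1 when the mutant numbers were crossed; the numbers do not pair animals. The averaged genotype list calls (14) fell to 6 with the covariate, 0 with an estimated correlation and 2 with fry. The covariate separates the genotypes completely and is built from the choroid plexus list, so a loss of genotype calls was nearly fixed beforehand. With the choroid plexus covariate the directions of these lists turned in camera: at 4 months ependyma (0.40) and meninges (0.53), at 8 months ependyma (0.73), meninges (1.24) and endothelium (0.21, lower than other genes), averaged ependyma (0.51), meninges (0.86) and endothelium (0.059), and ependymal list: age in littermates (-0.085). Without both doubted arrays the 4-month meningeal (-0.14) and neocortex (-0.014) and littermate age neocortex (-0.028) lists turned relative to other genes. With 1 array left out, these medians ranged from -1.85 to -0.14, -0.46 to -0.014 and -0.68 to -0.028. At 8 months the ranges, lowest without MT8m replicate 2 and highest without the library labelled MT8m replicate 1, were -0.059 to 1.44 (plaque microglia), -0.13 to 1.26 (homeostatic microglia), -0.020 to 2.24 (complement), -0.14 to 0.93 (interferon), -0.10 to 0.85 (reactive astrocytes) and -0.093 to 0.45 (glucocorticoid), with averaged interferon -0.035 to 0.52 and antigen presentation with age in mutants -0.17 to 0.72. Choroid plexus with averaged age ranged from -0.049 to 0.42 and ependyma with littermate age from -0.13 to 0.52, both lowest without LM8m replicate 2. The correlation of genotype differences (0.448) ranged from 0.228 without MT8m replicate 2 to 0.443 with 1 array left out, and was 0.508 with the filter and 0.455 with cyclic loess. Over the refits by camera with the preset correlation, 615 list values kept direction and call, 128 lost the call and 25 turned. Fry and the estimated correlation were not part of this tally. Of lists not called in the planned setting 1939 stayed uncalled, 185 became called and 41 turned. For named genes 16937 values kept their outcome, passing or not passing. Of these, 551 had another sign while passing in neither setting. A pass was gained by 155 values and lost by 80, and 0 turned. Where a group is left with 1 array, that array is assumed to vary like the other groups. Without detection calls, how far dim signals exceed background was not measured.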

Other observations

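The splits of the arrays were planned for genotype; those for age, and those of genotype balanced for age, were counted after the result had been seen. Of the 34 splits of the 8 arrays into 4 and 4 that could be fitted beside the other factor, 1 (the real one) gave as many probe sets as the averaged genotype contrast, 27 against a highest of 13 among the others. Only 18 of them keep 2 arrays of each age on each side as the real one does, and these are too few for a share under 0.05: 1, the real one, gave 27, and the highest other gave 3. For averaged age the real count was 0, which all 34 splits reach by necessity, so this comparison cannot decide anything. The highest other count was 2.

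LM4m replicate 1 stood apart in the control probe sets, with a 3′ minus 5′ difference of 2.19 for Gapdh and 2.96 for beta-actin. Its meningeal list lay 1.16 above the mean of the 8 arrays, and that of LM8m replicate 2 lay 1.09 above it.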
